A study of Homo sapiens with 4 samples. Its data were reported in "Targeting the ferritinophagy-lysosome axis as a therapeutic vulnerability in gastroenteropancreatic neuroendocrine tumors" (2026).

How the data were processed

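Genomic DNA of BON-1 cells carrying a pooled kinome knockout library was collected at day 0, after drug selection for infected cells, and at day 14. The screen was run with library A (sgRNAs 1 to 4 of each gene) and library B (sgRNAs 5 to 8). Groups came from the sample titles: day 0 library A, day 14 library A, day 0 library B and day 14 library B, with 1 sample each. The sgRNA insert was amplified from genomic DNA by nested PCR, adapters were ligated after end repair and A-tailing, and the products were sequenced on an Illumina instrument. Unequal amplification of inserts can change the share of an sgRNA without any change in the cells.

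The deposited values are raw counts, whole numbers of reads per sgRNA that the authors made from their sequencing reads and did not normalize. The program that assigned reads to sgRNAs and the mismatches it allowed are not stated. A table of the whole series with the sgRNA sequences was compared with the count table of each sample, and 6304 of 6304 rows were equal once the sgRNA numbers of library B, which start again at 1 in its own tables, were raised by 4. No molecular identifiers were described, so reads stand for amplified copies.

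Total reads ranged from 4511283 to 6153532 per sample, and each sample listed 3152 sgRNAs, of which 3052 were targeting and 100 non-targeting. Shares have 95% Clopper-Pearson intervals, and a count of 0 was taken to allow up to 3 reads. The log2 fold change of an sgRNA was the log2 of its reads plus 1 at day 14 over total reads, minus the same at day 0, within its own library. The study removed sgRNAs with fewer than 100 reads without saying in which sample, so sgRNAs with fewer than 100 reads at day 0 were left out. The gene score was the mean over all remaining sgRNAs. Genes were called below −0.3 for the combined score and below −0.4 in a single library. The text of the study does not give the logarithm base of its fold change, and its supplementary table was not analysed here, so a score here is not on a scale known to be that of the study. The error of a score is the SD over sgRNAs.

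Pseudo-genes were means of 4 sgRNAs per library drawn 10000 times from non-targeting sgRNAs or from sgRNAs of tissue-restricted kinases. Overlap of calls and correlation across genes were set beside 10000 shuffles of gene names. Medians of kinase lists were ranked among 10000 random lists of the same size matched on day 0 abundance in 5 classes of equal size. The lists were written by hand from general knowledge after the paper was read and before the counts were seen: cell-essential (38 kinases), tissue-restricted (31, of which 30 were in the library), phosphatidylinositol (20), mTOR and AKT (10), autophagy (7) and RAF-MEK-ERK kinases (9). The pathway lists hold genes that the study had picked from these libraries, so their medians are not independent of it. Differences between classes of sgRNAs have 95% intervals from 2000 bootstrap draws. Differences between library A and library B for a gene were tested by an exact two-sided permutation test over its sgRNAs.

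Reads summed over the sgRNAs of each gene were tested with edgeR 4.0.16 (TMM, quasi-likelihood fit and test) with the library as a block and the day as the tested term, and p-values were adjusted by the Benjamini-Hochberg method. Library A and library B are separate screens of the same genes with different sgRNAs, not replicates of one library. DESeq2 1.42.0 was an alternative. The other steps used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The scoring and the edgeR step were tested on simulated counts for the 763 genes of this comparison. Of 60 genes lowered by 1 on the log2 scale, 100% scored below −0.3 and 100% were called by edgeR. Of 100 genes lowered by 0.5, 99% scored below −0.3 and 100% were called. Of 563 unchanged genes, 0% scored below −0.3 and 2.66% were called. All sgRNAs of a simulated gene had the same effect. Their noise was a median-based SD of the non-targeting sgRNAs, 0.17 in library A and 0.13 in library B. Outlying sgRNAs and sgRNAs of unequal activity were not simulated, so these shares are not error rates of this screen.

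Named genes followed a rule fixed before the data were examined: PIKFYVE, PIK3C3, ILK, PTK2, BRAF and MTOR (the rule calls all of these named by the study, but its text does not name BRAF), then the 10 genes with the lowest combined score among those below −0.3 in each library, then up to 5 genes with the highest combined score among those above 0.3 in each library, which only ROCK2 and PKN2 met. Alternatives to the read filter, scaling, pseudocount, gene summary, logarithm and cutoffs, and leaving out either library, were also fixed then. Gene names are those of the count tables, and 745 of the 763 match a current symbol in the RefSeq gene table of assembly GRCh38.p14, 17 an older symbol and 1 neither. No genome sequence was used here, so sgRNA sites have no coordinates and off-target sites were not analysed. Some results for single genes and 1 group of kinases are not reported here.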

Results

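A kinome-wide CRISPR knockout screen was read out in BON-1, an established cell line from a human pancreatic neuroendocrine tumor (pNET). In such a screen each cell receives Cas9 and 1 single guide RNA (sgRNA), which directs Cas9 to cut 1 gene. The share of reads of an sgRNA then reports how well the cells that carry it have multiplied. Library A held sgRNAs 1 to 4 of each of 763 genes and library B held sgRNAs 5 to 8. Each library also carried the same 100 non-targeting sgRNAs, which match no intended gene and serve as the background. Library A and library B were infected separately, and each was sequenced at day 0 and at day 14, which gives 4 groups of 1 sample. No sample had a replicate, so the errors given for a gene are the spread over its sgRNAs, and library A against library B is the only check between screens.

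The 4 sequencing libraries held 6153532 reads (day 0, library A), 5678812 reads (day 14, library A), 4511283 reads (day 0, library B) and 4812288 reads (day 14, library B) over 3152 sgRNAs each. The median sgRNA had 1816 and 1658 reads in library A and 1308 and 1387 reads in library B. Library A was therefore the more deeply sequenced at both times. At the median of day 0, counting error alone gives a 95% interval of about ± 4.6% of the reads in library A and ± 5.42% in library B. In the day 0 sample of library A, 17 sgRNAs (0.539%, 95% Clopper-Pearson interval 0.314% to 0.862%) had fewer than 100 reads, and in that of library B 30 sgRNAs did (0.952%, interval 0.643% to 1.36%). No sgRNA of library A was at 0 reads at either time, whereas 3 sgRNAs of library B were at 0 at day 0 and 2 at day 14. A count of 0 in the day 0 sample of library B allows a share of up to 6.65e-05% of its reads. These intervals and limits cover counting error only, since PCR reads are not independent molecules. After sgRNAs with fewer than 100 reads at day 0 were left out, 6257 of 6304 sgRNAs remained, and 720 of the 763 genes kept all 8 sgRNAs.

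The background was examined first, because it sets what a gene score can mean. In library A the 99 non-targeting sgRNAs had a median log2 fold change (day 14 over day 0) of 0.04 with an SD of 0.33, and in library B the 98 that passed the filter had a median of 0.13 with an SD of 0.17. Counting error accounts for an SD of only 0.05 and 0.06, so most of the spread between sgRNAs without a target was not counting error. Targeting sgRNAs sat below the non-targeting ones by 0.08 in library A (difference of medians −0.08, 95% bootstrap interval −0.15 to −0.05) and by more in library B (−0.13, −0.16 to −0.10). In library B the alternatives to the read filter and pseudocount left this difference between −0.1326 and −0.1338. In natural logarithms it was −0.09, which is the same difference in another unit. In library A 43 sgRNAs more than doubled, and 2 of these were non-targeting; in library B none did. Of the 43 sgRNAs, 40 held the bases AAA, against 24.2% of all sgRNAs of library A.

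**Figure D1:**
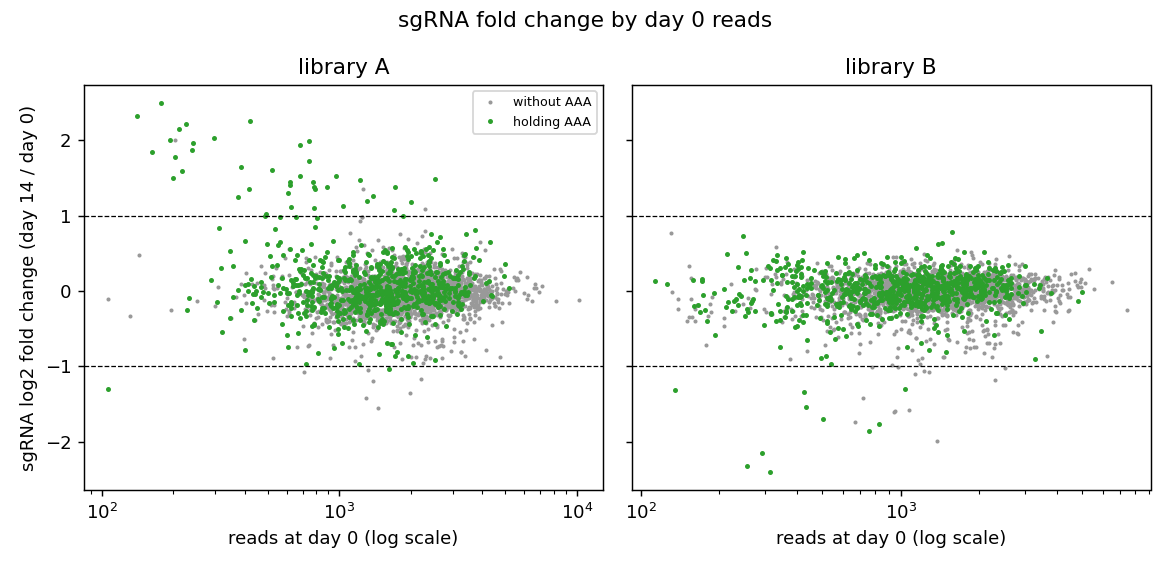
Log2 fold change of each sgRNA (day 14 over day 0, vertical axis) against its reads at day 0 (horizontal axis, log scale) in library A and library B, with sgRNAs whose sequence holds AAA in green and the others in grey, and dashed lines at a doubling and a halving. The 43 sgRNAs above the doubling line are all in library A, and 40 of them hold AAA.

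To check that loss of a needed gene was visible, 38 kinases that most cell types need were compared with kinases whose expression is restricted to a few tissues. The median score of the cell-essential kinases was −0.37, which was below all 10000 random lists of the same size matched on day 0 abundance (percentile 0, middle 95% of the matched lists −0.05 to 0.03). It was −0.35 in library A and −0.34 in library B, so the size was alike in both screens. The 30 tissue-restricted kinases scored had a median of −0.02, at percentile 26.5 of matched lists, and none of them scored below −0.3. Single sgRNAs of the cell-essential kinases had a median log2 fold change of −0.38 in library A and −0.36 in library B, with SDs of 0.43 and 0.41, and 20 of the 302 more than halved.

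The main question of the screen was which kinases BON-1 cells need over 14 days. With both libraries combined, 41 of 763 genes had a score, the mean log2 fold change over their sgRNAs, below −0.3, and 6 genes scored above 0.3. None of 10000 pseudo-genes made of 4 non-targeting sgRNAs from each library fell below −0.3, and neither did any made of sgRNAs of tissue-restricted kinases. The draws reuse few sgRNAs, the lowest control being at −0.29 in library A and −0.75 in library B. They cannot show how often a rare sgRNA that falls alone, such as NME8_5 (log2 fold change −2.40), brings a gene past −0.3. Above 0.3, however, lay 5.52% of the non-targeting pseudo-genes, whose median was 0.11, and 0.21% of those made of sgRNAs of tissue-restricted kinases. The non-targeting sgRNAs of library A include 2 that more than doubled (log2 fold change 2.22 and 1.61), and the pseudo-genes were not drawn without them. Whether the 6 high genes of 763 exceed the background therefore depends on which background is used. The count depended most on where the cutoff was placed. At the lowest 1% of the non-targeting pseudo-genes, a score of −0.06, 222 genes were below it. Of the 41 genes, 24 were on the cell-essential list and 17 were not. Scores were negative in both libraries for 40 of the 41 genes, and below −0.3 in each library for 24. The sgRNAs of a gene often differed, and for 8 of the 41 genes the SD over sgRNAs was larger than the size of the score. For 12 of the 41 genes the score no longer passed −0.3 once the lowest sgRNA of the gene was left out.

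**Figure D2:**
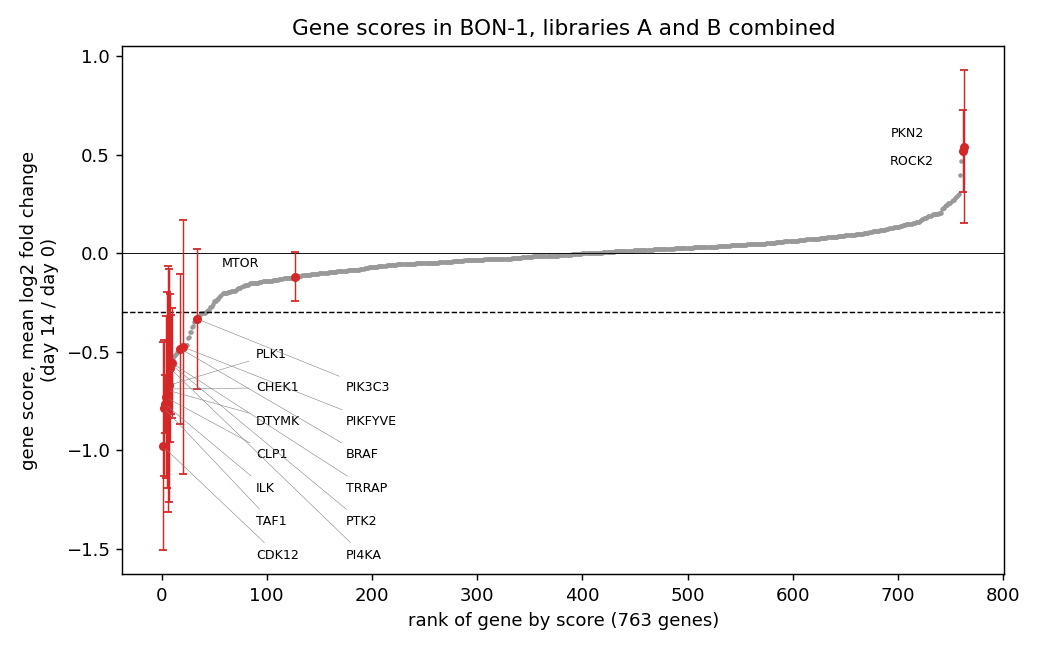
Gene scores (mean log2 fold change over the sgRNAs of libraries A and B, vertical axis) of the 763 genes in rank order (horizontal axis), with the named genes in red, bars of 1 SD over sgRNAs and a dashed line at −0.3. The 41 genes below the line lie at the left end, and ROCK2 and PKN2, the only genes above 0.3 in each library, lie at the right end.

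The lowest score was that of CDK12 (−0.98 ± 0.53, SD over 8 sgRNAs), followed by TAF1 (−0.78 ± 0.35), ILK (−0.76 ± 0.15), CLP1 (−0.73 ± 0.41) and DTYMK (−0.69 ± 0.50). CHEK1, PLK1, PI4KA, PTK2 and TRRAP came next, with scores from −0.69 to −0.56. Of these 10 genes, all but ILK and PTK2 were on the cell-essential list. The spread over sgRNAs of ILK was the smallest of the 10, whereas the SD of CHEK1 reached 0.63 and 2 of its 8 sgRNAs did not fall.

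The study singled out ILK, PTK2, PIKFYVE and PIK3C3, so their sgRNAs were followed one by one. ILK encodes integrin-linked kinase and PTK2 encodes focal adhesion kinase. PIKFYVE and PIK3C3 (VPS34) encode lipid kinases that act on phosphatidylinositol and its 3-phosphate. All 8 sgRNAs of ILK fell, from −0.50 (ILK_4, ACATTGTAGAGGGATCCATA, 3034 reads at day 0 and 1973 at day 14) to −0.97 (ILK_8, CTGGAGTACAAGGAAGAGCA, 1184 and 644 reads). The ILK score was −0.72 in library A and −0.81 in library B. All 8 sgRNAs of PTK2 fell as well, for a score of −0.56 ± 0.25, with −0.77 in library A and −0.35 in library B. PIKFYVE scored −0.47 ± 0.64, and its SD was larger than its score. In library A, 3 of its sgRNAs fell by 0.67 to 0.87 on the log2 scale while PIKFYVE_1 (GAAATGGGCATATTGCCACA, which holds AAA) rose by 0.56, from 3769 to 5144 reads. In library B the score of −0.52 rested mainly on PIKFYVE_7 (TGTACAATCAAGCTAAGAGG), which went from 1081 to 384 reads (log2 fold change −1.58), while the other sgRNAs of that library lay between −0.34 and −0.08. Without its lowest sgRNA the gene scored −0.32, just past the cutoff. PIK3C3 scored −0.33 ± 0.35. It was −0.48 in library A and −0.19 in library B, where 2 of the sgRNAs rose, and with library A left out it did not pass −0.3. BRAF scored −0.48 ± 0.38 (−0.36 in library A, −0.61 in library B). MTOR, the target of the drugs the study set out to combine with, scored −0.12 ± 0.12 and did not pass the cutoff.

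**Figure D3:**
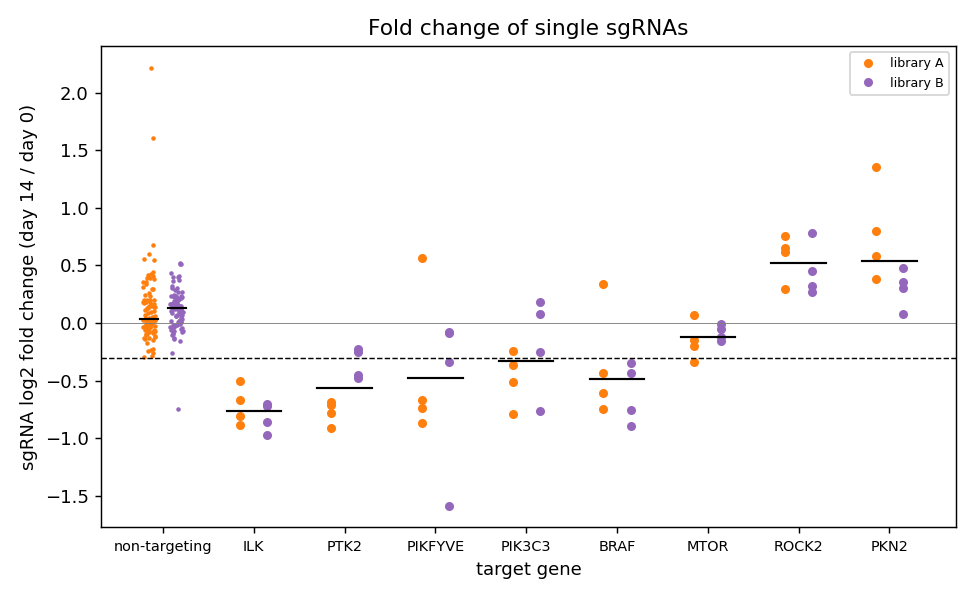
Log2 fold change (day 14 over day 0, vertical axis) of single sgRNAs of library A (orange) and library B (purple) for 8 genes and for the non-targeting sgRNAs, with black lines at the gene score or, for non-targeting sgRNAs, at the median in each library, and a dashed line at −0.3. All 8 sgRNAs of ILK and of PTK2 lie below 0, whereas those of PIKFYVE run from −1.58 to 0.56.

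The libraries were then taken separately, with a cutoff of −0.4. In library A 25 genes were below it and in library B 30 genes. No pseudo-gene of 4 non-targeting sgRNAs passed −0.4 in either library, with the same limit for rare sgRNAs that fall alone. In both libraries 12 genes passed, where 10000 shuffles of the gene names gave a mean of 0.967 and at most 6. Of the 12 genes 8 were on the cell-essential list. The other 4 were ILK, PIKFYVE, CRKL and PRKRA, of which CRKL and PRKRA are named because of the small count, after their values were seen. CRKL scored −0.53 ± 0.24 (−0.54 in library A, −0.53 in library B) and PRKRA −0.46 ± 0.40. PTK2 and PIK3C3 passed in library A only. Whether they differed between libraries was tested by an exact two-sided permutation test over their 8 sgRNAs. For PTK2 the difference of −0.42 had an exact p = 0.0286, the smallest that the 70 splits allow, and an adjusted p of 0.229 over the 16 named genes. For PIK3C3 the difference of −0.29 had an exact p = 0.257 (adjusted 0.748). At the top end, 1 gene, ROCK2, was above 0.4 in both libraries, although 18 genes were above it in library A and 1 in library B. Of the non-targeting pseudo-genes 7.22% were above 0.4 in library A and 0.02% in library B, and of the tissue-restricted ones 2.95% and 0%.

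Across the 763 genes, scores in library A and library B correlated with a Pearson r of 0.494 and a Spearman rho of 0.366. Shuffled gene names gave r between −0.07 and 0.07 in 95% of 10000 draws. Genes are not independent replicates, so no p-value is given. Dropping the lowest sgRNA of each gene gave an r of 0.417 and the median over sgRNAs gave 0.547. The alternatives to the read filter and pseudocount left it between 0.493 and 0.503, and scaling and the logarithm cannot change it. For the 725 genes outside the cell-essential list r was 0.357 and rho 0.293, so the relation did not rest on the list alone.

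**Figure D4:**
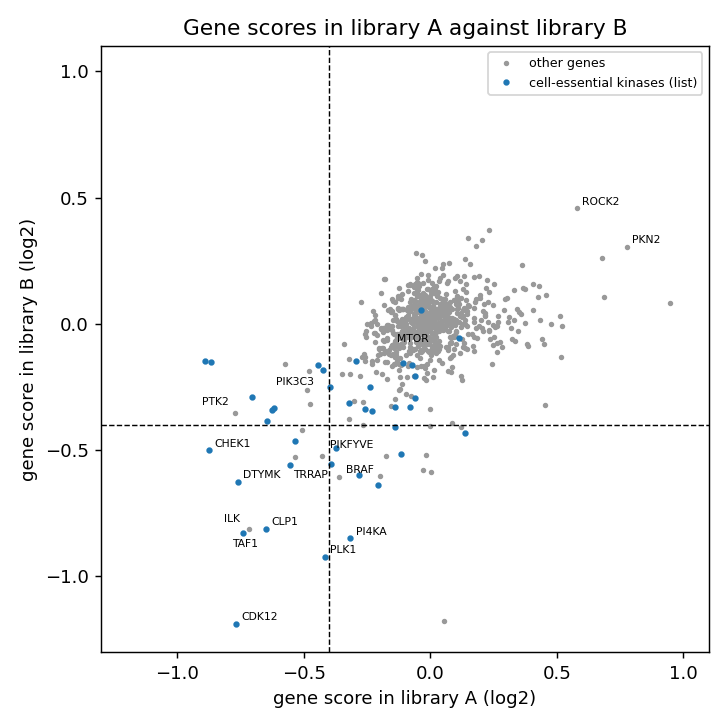
Gene score in library B (vertical axis, log2) against that in library A (horizontal axis, log2) for 763 genes, with the cell-essential list in blue, the named genes labelled and dashed lines at −0.4. The 12 genes in the lower left corner passed the cutoff in both libraries, and ROCK2 and PKN2 lie at the upper right.

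Reads summed over the sgRNAs of each gene were also tested with edgeR, taking library A and library B as blocks, which leaves 1 residual degree of freedom per gene. At a Benjamini-Hochberg adjusted p below 0.05, 25 genes were lower at day 14 and 6 were higher, and 23 of the 25 also scored below −0.3. Of the 25 genes, 16 were on the cell-essential list. Scaling to total reads in place of TMM gave the largest counts, 38 lower and 11 higher, and without the block 0 genes passed, with 3 at an unadjusted p below 0.05. For ILK edgeR gave a log2 fold change of −0.76 (adjusted p = 0.00103), for CDK12 −0.89 (adjusted p = 0.00164), for PTK2 −0.57 (adjusted p = 0.0166) and for BRAF −0.49 (adjusted p = 0.0138). PIKFYVE was at −0.26 (adjusted p = 0.0474). That is a smaller change than its score. PIKFYVE was not called by edgeR without the read filter (adjusted p = 0.0631), without its lowest sgRNA (−0.10, adjusted p = 0.655) or without the block. It stayed called with DESeq2 (adjusted p = 0.0448) and by edgeR with total read scaling (adjusted p = 0.0226). PIK3C3 was at −0.34 with an adjusted p of 0.0663 and MTOR at −0.12 with 0.377, so neither was called. PIK3C3 was called by DESeq2 (adjusted p = 0.0321) and by edgeR with total read scaling (adjusted p = 0.0194). It was not called by edgeR without the read filter (adjusted p = 0.0999), without its lowest sgRNA (adjusted p = 0.358) or without the block. Of the 6 genes named before the data were examined, 4 passed over all genes tested and 5, PIK3C3 among them (adjusted p = 0.00407), passed when adjusted over the list alone, which is not independent evidence for ILK, PTK2, PIKFYVE and PIK3C3, because the study singled them out on these samples. Of the 38 cell-essential kinases, 16 passed over all genes and 30 when adjusted over the list alone. PKN2 (0.54, adjusted p = 0.0138) and ROCK2 (0.53, adjusted p = 0.00769) were higher at day 14.

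PKN2 and ROCK2 were the only genes above 0.3 in each library. All 8 sgRNAs of either gene rose, although every library B sgRNA of ROCK2 holds AAA. PKN2 scored 0.54 ± 0.39 (0.78 in library A, 0.30 in library B) and ROCK2 0.52 ± 0.21 (0.58 and 0.46).

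Pathways were compared through lists of kinases written before the data were examined. The 20 phosphatidylinositol kinases had a median score of 0.04, at percentile 96.1 of matched lists and inside the middle 95% of these (−0.06 to 0.04), although 3 of them, PI4KA, PIKFYVE and PIK3C3, scored below −0.3. Its sign depended on the library, since the median was −0.04 with library A left out. It was −0.05 when scores were scaled to the non-targeting sgRNAs, but that scaling lowers all genes nearly alike. The median over all genes went from −0.0094 to −0.094 with it. Changes under scaling, here and below, therefore do not bear on the standing of a list among matched lists. The 10 mTOR and AKT kinases, a list that holds ILK and PTK2, had a median of 0.09 (percentile 99.8), or 0.0034 with scaling to non-targeting sgRNAs, 0.0038 with library A left out and 0.0090 with the median over sgRNAs, so the low scores of ILK and PTK2 were not shared by the list. Its PDPK1_1 (log2 fold change 1.99) and RPS6KB2_2 (1.26) were among the sgRNAs with AAA that more than doubled in library A. Whether the high percentile rests on such sgRNAs was not tested. The 7 autophagy kinases, PIKFYVE and PIK3C3 among them, all scored below 0, with a median of −0.13 (percentile 1.42). That median was −0.05 with library A left out, −0.04 without the lowest sgRNA of each gene and −0.06 with the median over sgRNAs. It was −0.11 with library B left out and −0.21 with scaling to non-targeting sgRNAs, so its size is uncertain. With scaling to the median ratio 6 of the 7 were below 0, and with scaling to tissue-restricted kinases 4 were. The 9 RAF-MEK-ERK kinases all scored below 0 too, under these scalings as well, with a median of −0.17 (percentile 0.09), and BRAF was among those below −0.3. These percentiles describe these libraries and are not tests across cultures.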

Values the study reported

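The study stated that its kinome-wide knockout screen in BON-1 cells covered 763 kinases. It removed sgRNAs with fewer than 100 reads before ranking and treated genes with a fold change below −0.3 as candidates. Common essential genes from DepMap were used to nominate targets specific to BON-1. The study also reported that siRNA knockdown of PIK3C3, PIKFYVE, PTK2 or ILK reduced growth in BON-1 and QGP-1, which is evidence from outside these samples.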

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

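Of the tests in this part, the comparison with the shift of a whole library was chosen after the result was seen, and it replaces earlier comparisons with the median over all genes and with the scaled difference of PTK2. Among the 16 named genes, PTK2 and PI4KA were picked out because their sgRNAs in library A and library B did not overlap. PTK2 fell further in library A (difference of scores −0.42) and PI4KA fell further in library B (difference 0.53). Each had p = 0.0286 in an exact two-sided permutation test, the smallest value that 70 splits allow, and an adjusted p of 0.229, so neither passes correction. Both genes fell in both libraries, with 8 of 8 sgRNAs below 0.

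A shift of one whole library against the other is argued against as the whole cause for either gene. The non-targeting sgRNAs, which were not picked for a difference, had a median that was lower in library A by 0.093 (A minus B −0.093, 95% bootstrap interval −0.13 to −0.012), well short of the difference of PTK2 and opposite in sign to that of PI4KA. With each library scaled to these sgRNAs the differences were −0.33 and 0.63, again without overlap. The median difference over all 763 genes, −0.0094, decides nothing, because scaling to total reads holds it near 0. A chance draw of sgRNAs with the spread seen within libraries is a candidate explanation. After each library was centred on its median, 22 of the 720 genes with 4 sgRNAs in each library (3.06%, 95% Clopper-Pearson interval 1.92% to 4.59%) had no overlap between libraries, where chance gives 2.86%. Each library used other sgRNAs and its own infection, so the cutting efficiency of the sgRNAs stays open as well and was not tested apart from the infection. A part played by AAA in the sequence was not tested either. PTK2_1, PTK2_3 and PTK2_4 of library A and PI4KA_8 of library B hold AAA. Without such sgRNAs PTK2 scored −0.44 and PI4KA −0.48, and PTK2_2 of library A, which lacks AAA, was at −0.78.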

How the results depend on the processing

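These alternatives were chosen after the data were seen: removing the trend with GC content, at least 500 reads at day 0, scaling to tissue-restricted kinases and leaving out sgRNAs that hold AAA. Values without replicates were set beside their 95% bootstrap intervals, and counts were taken to change when they moved by over 1.5 times. Depth was not the main limit on single scores, since counting error gave an SD of 0.05 to 0.06 per sgRNA against 0.31 and 0.24 observed over targeting sgRNAs of library A and library B.

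The number of genes scoring below −0.3 was 41 and stayed between 29 and 56 under the alternatives to filter, scaling, pseudocount and gene summary and with either library left out. It was 24 with natural logarithms at the same cutoff, 15 with a cutoff of −0.5 and 222 with the cutoff at the lowest 1% of non-targeting pseudo-genes. All 41 genes were among the 56 found with scaling to non-targeting sgRNAs, and 36 of the 41 were among the 42 found without AAA sgRNAs. Fewer were shared under other changes, 32 of the 41 among the 47 found with library A left out, 33 among the 37 with library B left out, 33 among the 36 with the median over sgRNAs and 29 among the 29 without the lowest sgRNA. The 6 genes above 0.3 became 3 with the median over sgRNAs, 16 without the lowest sgRNA of each gene (which raises every score), 3 with at least 500 reads and 13 with scaling to tissue-restricted kinases, where 32 genes were below −0.3. With library A left out 6 genes were above 0.3, and with library B left out 36 were. The logarithm changes the counts because it shrinks every score, and the cause of the other changes was not tested.

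In library A 25 genes became 13 with natural logarithms. In library B 30 genes became 14 with natural logarithms, 14 without the lowest sgRNA, 52 with scaling to non-targeting sgRNAs and 47 with a cutoff of −0.3. The 12 genes in both libraries became 5, 7, 21 and 24 under the same changes.

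The scores of ILK, PTK2 and PIKFYVE kept their sign and passed −0.3 in all 15 alternatives, from −0.85 to −0.53, from −0.77 to −0.35 and from −0.62 to −0.32. PIK3C3 did not pass with natural logarithms (−0.23), without its lowest sgRNA (−0.27), with scaling to tissue-restricted kinases (−0.29) or with library A left out (−0.19), while it was −0.48 with library B left out. The other named genes kept their side of the cutoffs in all 180 results.

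The median of the tissue-restricted list moved to −0.11 with scaling to non-targeting sgRNAs. With natural logarithms that of the cell-essential list was −0.26, and targeting sgRNAs of library B were at −0.093 against non-targeting ones. Both are the main values in another unit. Other list medians stayed within their intervals in the 11 alternatives run for them. So did the correlations between libraries under changes of filter, pseudocount and gene summary, whereas scaling and the logarithm cannot change a correlation. Removing the GC trend, at least 500 reads and leaving out sgRNAs that hold AAA were not run for list medians or correlations. The gene summary does not enter the comparison of sgRNA classes.

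The edgeR counts of 25 lower and 6 higher genes were 38 and 11 with total read scaling and 13 and 1 without the lowest sgRNA. Without the block, which moves the difference between libraries into the error, they were 0 and 0, with 3 genes at an unadjusted p below 0.05 against 118 with it. Of 80 results for named genes, 19 were weaker, 14 of them without the block. The 2 that were stronger were those of PIK3C3 with DESeq2 and with total read scaling. The adjusted p of PIKFYVE ranged from 0.0226 to 1.00 and that of PIK3C3 from 0.0194 to 1.00.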

Other observations

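Tests in this part that were chosen after the result was seen are those of essential target genes behind the non-targeting difference, of a GC trend, of the GC content of sgRNAs that fell alone, of AAA among sgRNAs with few day 0 reads in library A and in library B, of cell-essential sgRNAs against the lowest non-targeting sgRNA and against tissue-restricted ones, the shuffled range for neighbours across libraries, and the scores without sgRNAs that hold AAA.

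In library A 43 sgRNAs more than doubled, and in library B 0 did, with a highest log2 fold change of 0.78. Counting error does not account for them, since Poisson draws of the same libraries gave a mean of 0 such sgRNAs in 100 draws. Loss of the target gene does not account for them as a group. The other 279 sgRNAs of the same 40 genes had a median log2 fold change of −0.019, which is that of all targeting sgRNAs. It stays open for PKN2_3 (1.35, without AAA), since the other sgRNAs of PKN2 rose as well, by 0.08 to 0.80. A trend with GC content left 42 of the 43 above a doubling once removed. Few infected cells per sgRNA were weighed too, because 83.7% of the 43 were in the lowest 25% of day 0 reads. Yet among the 481 sgRNAs of that range without AAA in their sequence, only 2 doubled, against 34 of the 304 with AAA. A run of A bases is a candidate explanation. Of the 43 sgRNAs, 40 held AAA (93.0%, against 24.2% of all sgRNAs in library A), and among 70 sgRNAs that rose by 0.5 to 1, which were not used to find the run, 60% did (95% interval 47.6% to 71.5%).

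The doubled sgRNAs had a median of 619 reads at day 0 and 1558 at day 14, where all sgRNAs of library A had medians of 1820 and 1666. The 2 non-targeting sgRNAs among them can be followed in both libraries. The control numbered 46 (CTTAAGGCGAGAAAAATTAG) had 227 and 976 reads in library A and 1054 and 669 in library B. The control numbered 20 (ATCTTCTCGACGAAAATGCG) had 519 and 1462 reads in library A and 1194 and 1142 in library B. The low value in either case was the day 0 sample of library A. Of the steps that could lower such sgRNAs in 1 sample (amplification, sequencing or read assignment), none was tested. The 60% above argues that the pattern goes beyond the 43 sgRNAs, and the SD of log2 fold change in library A was 0.47 with AAA and 0.23 without. In library B it was 0.30 with AAA and 0.22 without, so sgRNAs with AAA varied more there as well, and the day 0 sample of library A need not be the only one affected. High scores of AAK1 (0.52 ± 1.05) and STK17A (0.40 ± 0.80), chosen after their values were seen, rested on such sgRNAs of library A. Those of ROCK2 and PKN2 did not rest on such sgRNAs of library A, since they were 0.52 and 0.58 with sgRNAs that hold AAA left out. For ROCK2 that score came from library A alone, because ROCK2_5, ROCK2_6, ROCK2_7 and ROCK2_8 of library B all hold AAA. Whether the rise of ROCK2 in library B depends on AAA therefore stays open.

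In library B 23 targeting sgRNAs more than halved, and for 6 of them the other sgRNAs of the gene had a mean above −0.1. The lowest were NME8_5 (AAAATTATCGAAAAGATTCA, 315 reads at day 0 and 63 at day 14) and STK33_8 (ATTTCCACCACCAAAACTGG, 256 and 54 reads). Poisson draws gave a mean of 0 sgRNAs past a halving, so counting error does not account for them. A trend with GC content common to all sgRNAs does not either, since their median stayed at −1.79 after it was removed. A- and T-rich sequence is a candidate explanation, since these 6 had a mean GC content of 30.8% against 49.1% for the other 17 (exact permutation test, two-sided, p = 0.0042), and 5 of the 6 held AAA. Low day 0 abundance, where few infected cells carry the sgRNA, stays open beside it. All 6 had 136 to 828 reads at day 0, in the lowest 25% of library B. In that range 5 of the 294 targeting sgRNAs with AAA fell in this way and 1 of the 457 without (Fisher exact test, two-sided, p = 0.0366), and 6 sgRNAs are too few to settle it. Off-target cutting was not analysed. NME8 (−0.30), one of the 41 genes below −0.3, scored −0.01 without that sgRNA, and MAP3K19 and LRGUK moved from −0.40 to −0.15 and from −0.35 to −0.13 without their lowest sgRNA. These 3 genes were chosen after their values were seen.

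Non-targeting sgRNAs ended above targeting ones in both libraries. Essential target genes are not the whole cause, since sgRNAs of tissue-restricted kinases also sat below the non-targeting ones, by a difference of −0.087 in library A (95% interval −0.18 to −0.03) and −0.16 in library B (−0.20 to −0.11). Matching each non-targeting sgRNA to 100 targeting ones left a difference of −0.14 in library B when matched on GC content and −0.13 when matched on day 0 reads, and both were clear of 0 in library A as well. A cost of DNA cutting itself, which non-targeting sgRNAs would not carry, may account for this as a hypothesis. It was not tested. The 98 shared controls that passed in both libraries had a Spearman rho of 0.272 between libraries (shuffles −0.19 to 0.20), and a Pearson r of −0.21 that became 0.371 without the 2 doubled ones.

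Cell-essential kinases fell by a small amount, a median of −0.37. A few active sgRNAs among inactive ones is argued against, since 208 of 302 sgRNAs (68.9%, 95% interval 63.3% to 74.1%) lay below the 2.5 percentile of the non-targeting sgRNAs of their library. The interval takes sgRNAs as independent, although those of the same kinase share its effect, so it is too narrow. The share was 66.2% in library A and 71.5% in library B, against 10% and 18.3% for sgRNAs of tissue-restricted kinases. Fewer sgRNAs, 119 (39.4%), lay below every non-targeting sgRNA, 94 of 151 in library A and 25 of 151 in library B, where the lowest control, numbered 46, was at −0.75. An sgRNA above that single control is not shown to be inactive. Loss of these sgRNAs before day 0, when cells had already been under selection, stays open. Their median day 0 reads differed from those of tissue-restricted kinases by −0.13 on the log2 scale in library B (95% interval −0.33 to 0.14) and by 0.05 in library A (−0.24 to 0.24). Those intervals are too wide to exclude a loss, and early loss and weak effects cannot be told apart without the starting library, which was not analysed here.

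Neighbouring genes on a chromosome, by the RefSeq gene table of GRCh38.p14, had scores that correlated weakly (Spearman rho 0.106 over 739 neighbouring pairs of screened genes, shuffled gene order −0.07 to 0.07). Within library A rho was 0.077 and within library B 0.105. Scores of one library against those of the neighbour in the other gave 0.071 (shuffled gene order −0.05 to 0.05). Without cell-essential kinases rho was 0.126. Copy number shared by neighbours may contribute, since cutting amplified DNA costs cells more, but neighbours can also be related genes, and the copy number of BON-1 was not analysed here. The relation is across genes and leaves most of the variation unexplained.

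CDK11A and CDK11B are near-identical genes, and an sgRNA for one can cut the other. CDK11A scored 0.05 in library A and −1.18 in library B, and CDK11B −0.37 and −0.49. Whether their sgRNAs cut both genes was not tested, so their scores are uncertain. These genes were chosen after their values were seen.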
